A study of Oryza sativa with 10 samples. Its data were reported in "Genome-wide analyses of direct target genes of four rice NAC-domain transcription factors involved in drought tolerance" (2018).

How the data were processed

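Roots of rice seedlings (Oryza sativa, cultivar Illmi) were profiled by RNA-Seq at 20 days of age, per the labels. The 10 libraries fell into 5 groups of 2. One group was the non-transgenic control (NT). The other 4 groups were lines in which OsNAC5, OsNAC6, OsNAC9 or OsNAC10, each a transcription factor gene of the plant-specific NAC family, was overexpressed with a MYC epitope tag from RCc3, a promoter active in roots. The groups and the replicate numbers were taken from the sample titles, and no sample was left without a group.

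The deposited values were FPKM, fragment numbers that the authors divided by transcript length and by the mapped fragments of the library, given for each annotated transcript. According to the study's methods, reads were cleared of adaptors, contaminating sequence, PCR duplicates and low-quality bases. They were mapped with TopHat to the IRGSP genome with the RAP-DB annotation. The study's text names Cufflinks only for its calls of changed genes, and that it also gave the FPKM values is assumed here. The versions of both programs were not stated. The labels describe the libraries as strand-specific, and whether the strand was used in counting was not stated. Replicates were not pooled. The table held 41635 transcripts of 37869 loci, of which 3235 loci had more than 1 transcript. A second copy of the table, without descriptions, held the same values (0 differences). All sample columns were used, so the number of unused columns was 0.

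FPKM values are not counts and do not carry the number of reads, so tests for counts were not applied. The study gives read numbers, but these are not part of the deposited tables and were not used as data here. The relative depth of the libraries was read from the lowest values. Where a transcript of a single-transcript locus has 1 read in each of 2 libraries, the ratio of its FPKM values is fixed by their depths. The most frequent ratio among values under 0.15 FPKM was taken against NT replicate 1. It rested on 883 to 1278 transcripts per library, and from 33.1% to 42.8% of these lay within 0.04 (log2) of it. Removal of duplicates by the authors and the splitting of reads between transcripts by Cufflinks both blur such steps, and a value just above 0 can be an estimate without a whole read behind it.

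Values were transformed as log2(FPKM + 1). Only the 33178 transcripts above 0 in all 10 libraries were tested, the filter the study also used. It removes 8457 transcripts, including any that are absent from 1 group. A fold change is given on the log2(FPKM + 1) scale throughout, which understates the change of transcripts with low FPKM. All 5 groups were fitted in one linear model with limma 3.58.1 in R 4.3.3 (lmFit, contrasts, and eBayes with an intensity trend), so that the groups shared one estimate of the spread. The tests were two-sided. A transcript was called when p was under 0.05 and the change was at least 1.5 fold, the criterion in the study's results for its counts of changed genes (its methods name a stricter fold threshold). Benjamini-Hochberg adjusted p-values over the tested transcripts are given beside the calls, and every adjusted p-value of a transcript comes from this limma fit. Line against line contrasts came from the same fit. Gene families were tested with limma's camera, with the correlation between genes estimated from the data, on the mean of the 4 lines against NT. The 4 families were found by words in the deposited descriptions. Their p-values were adjusted over the 4 tests.

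The transcripts named in the report were chosen by a rule fixed before the data were examined. They are the 4 OsNAC genes, OsABI5, and for each line the 2 higher and 2 lower transcripts with the largest change among those with an adjusted p under 0.05, a call, all line libraries on the same side of all NT libraries, and a mean of at least 1 FPKM. Of transcripts called in all 4 lines, the 3 higher and 3 lower with the largest smallest change were added. Of a locus with several transcripts, the OsNAC gene is represented by the transcript with the highest mean FPKM. A list of 121 loci that the study gave as bound targets, with the lines in which each was marked as raised, and 11 genes that the study assayed by qRT-PCR as changed in all 4 lines were also fixed beforehand. Locus and transcript identifiers and descriptions are those of the deposited table, the chromosome is the one encoded in the RAP identifier, and no coordinates are given because no genome of that build was used here. The OsNAC and OsABI5 names are the study's.

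The procedure was tested on simulated data with 200 transcripts changed by known amounts. It called 98.5% of these 200 and 0.661% of the 32978 unchanged transcripts, and in simulated lines without any change at most 5.46% of the 33178 transcripts had p under 0.05. Of 200 random sets tested with camera, 1% had p under 0.05. The simulated noise was independent between transcripts and libraries and had the same spread in every group. The added changes were at least 2 fold and avoided transcripts of low FPKM. The real groups differ in scatter, and some lines share differences between replicates, so these rates need not hold for the real libraries.

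The alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a mean of at least 1 FPKM with zeros allowed, centring on each library's median, quantile normalization, a replicate block, a fit of only the line and NT libraries, eBayes without the trend, FPKM summed per locus, a fold change of at least 2, and leaving out each library in turn. Library weights by group and a replicate block with the OsNAC6 numbers crossed were added after the data had been seen. The replicate numbers come from the sample titles, which use 1 and 2 in every group. The libraries with the same number came from different plants. Groups of 2 leave no room for a test of other splits of the samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.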

Results

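To describe how the root transcriptomes of 4 OsNAC lines differ from NT, FPKM values of 41635 annotated transcripts were examined. The root libraries were of NT and of the OsNAC5, OsNAC6, OsNAC9 and OsNAC10 lines, with 2 biological replicates per group. The study chose lines with much tagged protein, and does not state how many lines stand behind the 2 libraries of a group. A contrast with NT therefore compares plant lines and not the OsNAC gene alone. Total FPKM per library ranged from 730218 to 789304. The deposited tables do not give the number of reads per library. Relative to NT replicate 1, the depth of NT replicate 2 was 1.56, and that of the 8 line libraries ranged from 0.919 in OsNAC6 replicate 1 to 1.48 in OsNAC10 replicate 1. The 10 most abundant transcripts took between 3.86% and 6.11% of the total FPKM, and the share was higher in both NT libraries (5.79% and 6.11%) than in any line library. The replicates did not agree equally well in all groups. Among transcripts of at least 200 FPKM, where sampling noise is small, the median absolute deviation of the log2 difference between replicates was 0.0656 in NT, 0.153 in OsNAC5, 0.297 in OsNAC6, 0.176 in OsNAC9 and 0.104 in OsNAC10. Pearson correlations between replicates, across transcripts, ranged from 0.983 in OsNAC6 to 0.996 in NT. OsNAC6 replicate 2 was correlated more closely with OsNAC9 replicate 1 (0.988) than with the other OsNAC6 library.

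The overexpressed genes were examined first. The OsNAC5 gene (Os11t0184900-02, chromosome 11) measured 45.3 ± 1.18 FPKM in NT and 150 ± 6.22 FPKM in the OsNAC5 line (mean ± SD, n = 2), a log2 fold change of 1.70 (SE 0.102, adjusted p = 5.14e-05). The OsNAC9 gene (Os03t0815100-01, chromosome 3) rose from 49.98 ± 0.197 to 486 ± 103 FPKM in the OsNAC9 line, a log2 fold change of 3.24 (SE 0.205, adjusted p = 6.21e-05). The other two genes rose by less than 1.5 fold. The OsNAC6 gene (Os01t0884300-01, chromosome 1) increased from 96.5 ± 0.0759 to 126 ± 4.21 FPKM in its line, with a log2 fold change of 0.38 (SE 0.0918, adjusted p = 0.023). The OsNAC10 gene (Os11t0126900-01, chromosome 11) increased from 27.2 ± 0.23 to 34.9 ± 0.32 FPKM, with a log2 fold change of 0.35 (SE 0.072, adjusted p = 0.0107). In all 8 line libraries the gene named by the label was higher than in every library of the other groups. Quantile normalization changed the OsNAC6 value most, to 0.28. In the lines that overexpress another gene, the OsNAC5 gene was called lower than NT in OsNAC6, OsNAC9 and OsNAC10, with log2 fold changes of -1.24, -0.70 and -0.93. The OsNAC9 gene was called lower in OsNAC6 (-0.77) and OsNAC10 (-1.28).

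**Figure D1:**
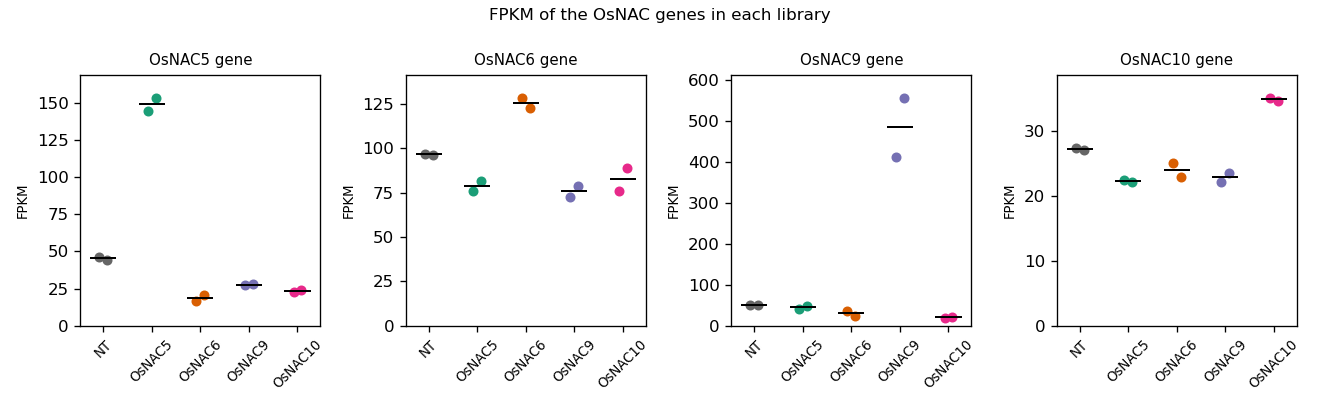
FPKM (linear axes from 0) of the 4 OsNAC genes in the NT, OsNAC5, OsNAC6, OsNAC9 and OsNAC10 libraries, with each point a library and each black line the mean of 2 libraries. In every panel both libraries of the line named by the gene lie above all others, by a wide margin for OsNAC9 (mean 486 FPKM against 49.98 in NT) and a narrow one for OsNAC10 (34.9 against 27.2).

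To identify transcripts that differ between each line and NT, the 33178 transcripts above 0 in all 10 libraries were tested. In OsNAC5 roots, 788 transcripts were called higher and 1038 lower than in NT. The corresponding numbers were 1989 and 2595 in OsNAC6, 1700 and 1816 in OsNAC9, and 1944 and 3568 in OsNAC10. Without the fold threshold, limma gave 2048, 7849, 5414 and 9253 transcripts with an adjusted p under 0.05 in OsNAC5, OsNAC6, OsNAC9 and OsNAC10, and 12783 in at least 1 line. Of the called transcripts, 74.6%, 88.4%, 83.2% and 91.2% also passed the adjusted threshold in these lines. At an unadjusted p under 0.05 there were 6429, 12263, 10437 and 13424 transcripts, where 1659 would be expected by chance. A fold threshold of 2 lowered the counts, to 448 higher and 1431 lower transcripts in OsNAC10, and a pseudocount of 0.1 raised them, to 1449 higher transcripts in OsNAC5. The share of calls that were higher than NT was 43.2% in OsNAC5, 43.4% in OsNAC6, 48.4% in OsNAC9 and 35.3% in OsNAC10. The share depended on the scaling. Centring each library on its median gave 48.8% in OsNAC10 and 51.3% in OsNAC6, and quantile normalization gave 40.9% and 45.8%. Centring moved the median log2 change of the tested transcripts from 0.0133 to 0.0971 in OsNAC10 and from 0.00125 to 0.0459 in OsNAC6.

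**Figure D2:**
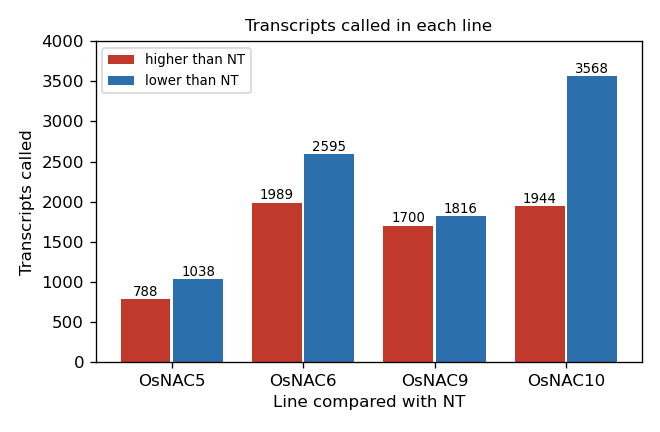
Number of transcripts called higher (red bars) or lower (blue bars) than NT in each line, with p under 0.05 and a change of at least 1.5 fold. OsNAC5 has the fewest calls in both directions (788 and 1038) and OsNAC10 the most lower calls (3568).

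The calls were then compared between lines. In all 4 lines 221 transcripts were called higher and 613 lower than NT, where independent calls at these frequencies would give 0.14 and 0.48. Because all lines are compared with the same 2 NT libraries, the calls are not independent. A total of 3774 transcripts were higher in at least 1 line and 4541 were lower in at least 1 line, and 165 transcripts were called higher in one line and lower in another. Raising the fold threshold to 2 left 51 transcripts higher and 245 lower in all 4 lines. Across the 33178 transcripts, which are not independent replicates, the correlation of the log2 fold changes of a pair of lines ranged from 0.643 for OsNAC9 and OsNAC10 to 0.812 for OsNAC6 and OsNAC9.

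**Figure D3:**
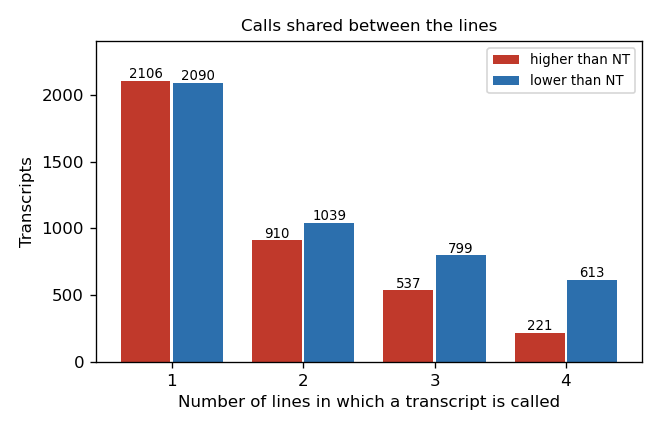
Number of transcripts called higher (red bars) or lower (blue bars) than NT in exactly 1, 2, 3 or 4 lines. Calls in 1 line are similar in number in both directions (2106 and 2090), whereas calls in all 4 lines are more often lower (613) than higher (221).

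A call in only 1 line does not show that the line differs from the others, so these transcripts were also tested line against line. Of the 2106 transcripts called higher in a single line, 857 (40.7%) were also higher there than in each of the other 3 lines. By line, these were 81 of 159 transcripts in OsNAC5, 151 of 535 in OsNAC6, 204 of 471 in OsNAC9 and 421 of 941 in OsNAC10. With a fold threshold of 2 for the call the total was 399.

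Some of the most changed transcripts were common to all lines, and part of those named here were chosen for being called in all 4. Os07t0511400-01, described as a hypothetical protein on chromosome 7, was the most increased transcript of each line, and it rose from 1.39 ± 0.0856 FPKM in NT to between 919 ± 157 FPKM in OsNAC5 and 1343 ± 10.8 FPKM in OsNAC6 (n = 2 each). Its log2 fold changes ranged from 8.58 to 9.13 (SE 0.152), and transcripts of neighbouring loci were raised with it. Os03t0115800-01 on chromosome 3, a conserved hypothetical protein, measured 1.32 ± 0.0454 FPKM in NT and 154 to 217 FPKM in the lines. Os03t0146100-05 on chromosome 3 was at 0.159 ± 0.225 FPKM in NT and reached 151 ± 47.6 FPKM in OsNAC10, a log2 fold change of 7.01 (SE 0.234). This transcript is 1 of 3 at its locus, and the sum over the locus changed by only 0.27, 0.41 and 0.31 in OsNAC5, OsNAC6 and OsNAC9, where p was no longer under 0.05, and by 0.99 in OsNAC10, where it stayed under 0.05. Os10t0328100-00 on chromosome 10 was raised mainly in OsNAC6, at 181 ± 65.4 FPKM against 0.301 ± 0.248 FPKM in NT.

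Among the lowered transcripts, Os10t0451900-01 on chromosome 10, a subtilisin-like peptidase, fell from 138 ± 2.99 FPKM in NT to between 0.454 and 2.50 FPKM in the 4 lines, and neighbouring loci were lowered with it. Os05t0247800-01 on chromosome 5, a glycoside hydrolase of family 18, measured 183 ± 5.89 FPKM in NT and 0.439 ± 0.0186 FPKM in OsNAC5, a log2 fold change of -7.00 (SE 0.116). Os06t0104900-01 on chromosome 6, similar to a lactate dehydrogenase, measured 93.8 ± 5.08 FPKM in NT and from 0.314 FPKM in OsNAC10 to 3.03 FPKM in OsNAC9. All 4 limma contrasts of these 3 transcripts had an adjusted p of 7.61e-07 or less. Os10t0552300-01 on chromosome 10 was lowest in OsNAC9, at 2.55 ± 0.63 FPKM against 150 ± 2.88 FPKM in NT, and was not called in OsNAC10 (196 ± 21.9 FPKM).

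OsABI5 (Os01t0859300-01, chromosome 1), which encodes a factor binding abscisic acid response elements, was examined because its promoter served the study as a reporter. It measured 1.35 ± 0.125 FPKM in NT, 13.4 ± 0.829 FPKM in OsNAC5, 2.20 ± 0.216 FPKM in OsNAC6, 6.43 ± 0.521 FPKM in OsNAC9 and 0.511 ± 0.00325 FPKM in OsNAC10. The log2 fold changes in OsNAC5 and OsNAC9 were 2.62 (adjusted p = 7.8e-06) and 1.66 (adjusted p = 8.25e-05). In OsNAC6 the change of 0.45 (adjusted p = 0.0246) was under 1.5 fold, and with a pseudocount of 0.1 it was 0.67, past that threshold. In OsNAC10 the transcript was lower than in NT (-0.64, adjusted p = 0.00525). The change was under 1.5 fold after centring on the median (-0.55) and after quantile normalization (-0.57), but it was -1.25 with a pseudocount of 0.1.

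**Figure D4:**
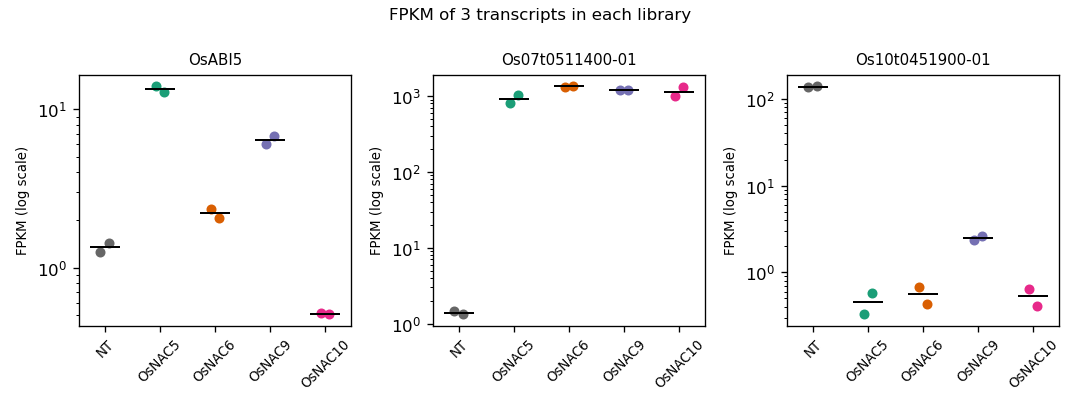
FPKM (logarithmic axes) of OsABI5, Os07t0511400-01 and Os10t0451900-01 in the NT, OsNAC5, OsNAC6, OsNAC9 and OsNAC10 libraries, with each point a library and each black line the mean of 2 libraries. OsABI5 differs between the lines (13.4 FPKM in OsNAC5, 0.511 FPKM in OsNAC10), whereas the other 2 transcripts separate NT (1.39 and 138 FPKM) from all 4 lines.

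The loci that the study listed as bound targets were looked up in the calls. Of 150 pairs of a locus and a line in which the study marked the locus as bound and raised, 122 (81.3%) had at least 1 transcript called higher. By line, these were 23 of 25 pairs in OsNAC5, 28 of 32 in OsNAC6, 28 of 33 in OsNAC9 and 43 of 60 in OsNAC10. Of the 334 pairs of the same loci with a line not marked in this way, 81 (24.2%) were called higher, and of all tested pairs of a locus and a line 5.27% were. The list was selected by the study from these same libraries, so the first share is not an independent test. With a fold threshold of 2, 49 of the 150 pairs were called, and with FPKM summed per locus 112 were. Os03t0146100-05, named above, belongs to a listed locus (TIP1;1 in the study) that is marked in OsNAC5 and OsNAC9. There the sum over the locus changed by only 0.27 and 0.31. All 44 pairs of a line and one of the 11 qRT-PCR genes were called in the stated direction, and 27 were with a fold threshold of 2. These genes too were chosen by the study as changed in these libraries, so this is not an independent test either.

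Finally, 4 gene families were tested as sets. The 19 germin-like transcripts had a mean log2 change of -0.78 over the 4 lines (limma's camera, adjusted p = 0.0507 over the 4 families), and 21.1% of them were higher than NT. The unadjusted p was under 0.05 but the adjusted one was not. With zeros allowed and a mean of at least 1 FPKM required, the change was -0.31 (adjusted p = 0.353), and without any filter it was -0.26 (adjusted p = 0.0839). The adjusted p of camera fell under 0.05 with a pseudocount of 0.1 (0.0484) and after quantile normalization (0.0477). It also did with FPKM summed per locus (0.049) and with the crossed replicate block (0.0278). In the remaining settings it stayed above 0.05. The 18 xyloglucan endotransglucosylase transcripts (mean 0.20, adjusted p = 0.662), the 25 aquaporin transcripts (0.029, adjusted p = 0.662) and the 152 heat shock transcripts (0.037, adjusted p = 0.662) did not differ from other transcripts in limma's camera test. The aquaporin mean joins lines that differ, with -0.049 in OsNAC5, -0.048 in OsNAC6, -0.081 in OsNAC9 and 0.29 in OsNAC10, where 7 of the 25 were called higher, against 1, 0 and 0 in the other lines. The single lines were not tested as sets. The sign of the aquaporin mean reversed after quantile normalization.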

Values the study reported

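The study reported that 8457 of 41,635 transcripts were left out for zero FPKM and that 33,178 were analysed. It counted 414, 601, 748 and 1172 genes as up-regulated in the OsNAC5, OsNAC6, OsNAC9 and OsNAC10 roots. Its down-regulated genes numbered 685, 1000, 1086 and 1687 in the same order. In at least one kind of transgenic root, 2147 genes were up-regulated and 2619 were down-regulated. All of the transgenic roots shared 45 up-regulated and 213 down-regulated genes.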

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

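The tests of labels, depth, annotation and neighbouring loci in this part were chosen after the results had been seen, and the tests of scaling before their values were known.

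Among the transcripts that the filter on zeros excluded, 3 were listed at 0 in both NT libraries and at 1 FPKM or more in all 8 line libraries, a signal in data outside the reported comparisons. They were Os07t0511201-00 (4.10 to 12.4 FPKM in the lines), Os07t0511301-00 (3.22 to 6.63 FPKM) and Os02t0772150-00 (2.58 to 11.7 FPKM). The reverse was seen for 1 transcript, Os05t0263301-00, at 2.41 and 2.83 FPKM in NT and 0 in all 8 line libraries. Lower depth in NT does not account for the zeros, since the deeper NT library had a relative depth of 1.56, above all line libraries. Nor does assignment of reads to another transcript of the locus, since 0 of the 3 lie at a locus with more than 1 transcript. Genome differences between the NT plants and the lines remain a candidate explanation, because all 3 loci lie next to other loci raised in all 4 lines. On chromosome 7, Os07t0511100-00, Os07t0511201-00, Os07t0511301-00 and Os07t0511400-01 were raised together, while the flanking Os07t0511000-01 (29.2 and 29.1 FPKM in NT, 26.6 to 34.0 FPKM in the lines) was not. On the other side Os07t0511500-01, at 3.04 and 2.90 FPKM in NT, was at 3.29 to 6.93 FPKM in the lines, above both NT libraries in all 8. A rice segment carried by the construct common to the lines would give the same picture, and telling these apart needs sequence that was not analysed here. A response to the OsNAC proteins cannot be told apart from either.

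OsABI5 (Os01t0859300-01) was higher than NT in OsNAC5 and lower in OsNAC10, and the direct contrast of the lines gave a log2 difference of 3.25 (limma adjusted p = 7.42e-06), with both OsNAC5 libraries above and both OsNAC10 libraries below NT. Scaling between libraries does not account for it, as the difference was 3.19 after quantile normalization. A mislabelled sample does not account for it either, as all 8 line libraries had their own OsNAC gene above the libraries of other groups. The 2 explanations tested leave a difference between the lines as a hypothesis. For this promoter the study reports strong activation in protoplasts by OsNAC5, OsNAC6 and OsNAC9, and no such activation by OsNAC10. That assay measured a reporter and not the transcript in roots, where the log2 change in OsNAC6 was only 0.45.

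The OsNAC5 gene (Os11t0184900-02) and the OsNAC9 gene (Os03t0815100-01) were higher than NT in their own lines and lower in others. The log2 difference was 2.94 between OsNAC5 and OsNAC6 for the first (limma adjusted p = 1.6e-05) and 4.52 between OsNAC9 and OsNAC10 for the second (limma adjusted p = 1.54e-05). The increase in the own line is what the construct was built for. After quantile normalization the smaller of the differences was 2.96, so scaling between libraries does not account for them. What lowers these genes in other lines is taken up under the other observations.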

How the results depend on the processing

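The direction and the side of the threshold (for the OsNAC genes and the families, an unadjusted p of 0.05) were the same in all 24 reported comparisons without the filter on zeros, after centring on the median, with the replicate block, without the trend and when FPKM was summed per locus, and in the 20 comparisons fitted with only the line and NT libraries, where a count is taken as the same within 1.5 times. The same held for the 2 alternatives chosen after seeing the data, library weights by group and the replicate block with the OsNAC6 numbers crossed. Some counts still moved. The number of transcripts with adjusted p under 0.05 in at least 1 line ranged from 11020 with the replicate block to 17024 with library weights. The number of transcripts higher in 1 line only and above each other line, reported as 857, ranged from 648 with only the line and NT libraries to 1159 after centring on the median.

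A fold change of at least 2 cannot raise the number of calls in a line, and it lowered the transcripts called higher to 239 in OsNAC5, 501 in OsNAC6, 502 in OsNAC9 and 448 in OsNAC10, and those called lower to 414, 790, 536 and 1431. In all 4 lines it gave 51 higher and 245 lower, in at least 1 line 1078 higher and 1722 lower, and 399 transcripts were higher in 1 line only and above each other line, a count that a stricter threshold can also raise. It gave 49 marked target pairs and 27 qRT-PCR pairs. The share of higher calls in OsNAC10 was 23.8% at this threshold.

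With a pseudocount of 0.1, which lets transcripts of low FPKM reach the fold threshold, the transcripts called higher numbered 1449 in OsNAC5, 3088 in OsNAC6, 2759 in OsNAC9 and 2995 in OsNAC10, and those called lower in OsNAC5 numbered 1653. There were 425 higher in all 4 lines, including all 221 of the reported ones, and 5733 higher in at least 1 line.

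The germin-like mean was -0.31 with zeros allowed and a mean of at least 1 FPKM, where its unadjusted p was no longer under 0.05 (limma's camera, adjusted p = 0.353), and -0.26 without the filter (adjusted p = 0.0839), so both settings that admit zeros gave a smaller mean. Its adjusted p lay on both sides of 0.05 in the other settings, from 0.0278 with the crossed replicate block to 0.106 with library weights. The aquaporin mean reversed to -0.017 after quantile normalization (adjusted p = 0.973). Of the named transcripts, 3 results were weaker, all for Os03t0146100-05 when FPKM was summed over its locus (0.27, 0.41 and 0.31 in OsNAC5, OsNAC6 and OsNAC9). In OsNAC10 the sum changed by 0.99, against 7.01 for the transcript, with p still under 0.05. OsABI5 crossed the threshold of 1.5 fold in 2 lines. In OsNAC6 it reached 0.67 with a pseudocount of 0.1. In OsNAC10 it was -0.55 after centring on the median and -0.57 after quantile normalization, where its call is lost. With a pseudocount of 0.1 the OsNAC10 change was -1.25.

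Replicate numbers do not pair the NT libraries with those of a line. The correlation of same-numbered deviations from the group means ranged from -0.086 to 0.077 between NT and the lines. With the replicate block, 792, 1972, 1700 and 1931 transcripts were higher and 1029, 2572, 1798 and 3558 lower in OsNAC5, OsNAC6, OsNAC9 and OsNAC10, and 219 and 606 were called in all 4 lines. The germin-like set had an adjusted p = 0.0688 in limma's camera under the block. Between lines the correlation was -0.51 for OsNAC6 and OsNAC9, and with the OsNAC6 numbers crossed 227 and 616 transcripts were called in all 4 lines and 1002 were higher in 1 line only and above each other line.

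When each library was left out in turn, 1 library remained in its group, and only the size of the changes was followed. The number of calls that stayed beyond 1.5 fold ranged from 182 to 216 for those higher in all 4 lines and from 561 to 609 for those lower. For the OsNAC6 and OsNAC10 genes in their own lines the log2 fold change ranged from 0.34 to 0.41 and from 0.34 to 0.35. The aquaporin mean ranged from -0.011 to 0.068. The count of transcripts with adjusted p under 0.05 was not recomputed in this way, since no test was run on these fits. The effect of depth on low transcripts was not stated as an interval, since the deposited tables give no reads per library and read numbers from outside them were not used.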

Other observations

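Of the tests in this part, those of neighbouring loci, of different NT libraries, of quantile normalization and of depth and of read assignment between replicates were set before their values were known, and the others after the pattern or its values had been seen.

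Transcripts called higher than NT here numbered 788, 1989, 1700 and 1944 in OsNAC5, OsNAC6, OsNAC9 and OsNAC10. Each of these counts is higher than the value quoted from the study above. The study counted genes from its Cufflinks calls, whereas transcripts called with limma on log2(FPKM + 1) were counted here. The counts therefore differ in test, scale and unit, and the source of the gap was not traced. Transcripts called lower here numbered 1038, 2595, 1816 and 3568. Each of these counts is also higher than the quoted value. In at least 1 line, 3774 transcripts were higher and 4541 lower here. Both numbers are higher than the quoted ones. In all 4 lines, 221 transcripts were higher and 613 lower here. These too are higher than the quoted values. The study's methods also name a stricter fold threshold than its results. With at least 2 fold, the counts here were 239, 501, 502 and 448 higher and 414, 790, 536 and 1431 lower, with 1078 higher and 1722 lower in at least 1 line. All of these are lower than the quoted values. In all 4 lines that threshold left 51 higher and 245 lower, both above the quoted values.

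NT stood apart from all 4 lines more often than any line stood apart from the other groups. A total of 834 transcripts were called in the same direction between NT and every line, against 696 for OsNAC10, 251 for OsNAC9, 107 for OsNAC6 and 85 for OsNAC5. The contrast was sharper for changes of at least 8 fold, with 30 transcripts for NT, 11 for OsNAC9, 2 for OsNAC6, 1 for OsNAC5 and 0 for OsNAC10. These 30 were a part of such changes, since 22 to 41 transcripts per line were raised and 37 to 55 lowered by at least 8 fold. NT also led on group means alone, with 898 transcripts against 838 for OsNAC10, so smaller scatter between the NT libraries does not account for all of it. The lead was narrower than with the test. Whether scatter accounts for that part cannot be told, since the fit gave all groups one spread per transcript. A larger share of FPKM in a few NT transcripts does not account for the pattern, as 844 transcripts set NT apart after quantile normalization, against 607 for OsNAC10. Depth does not separate the groups, since 7 of the 8 line libraries had a depth between those of the NT libraries. Error in the shared NT libraries accounts for a part at most. The mean correlation of the changes of a pair of lines was 0.741 with the same NT library and 0.668 with a different NT library for each line. Genome differences between the NT plants and the lines were tested through neighbouring loci, leaving out neighbours with the same description. Pairs of neighbouring loci among those setting NT apart were 7.5 times as frequent as at random positions (98 against 13.1 expected). Of these pairs, 92 were of loci higher in NT and 6 of loci lower in NT. The ratio was 5.28 for OsNAC10 (51 pairs) and 25.5 for OsNAC9 (30 pairs), so clustering was also seen in line sets. The ratios cannot be ranked between groups, since smaller sets give fewer pairs at random positions. The sets held 818 loci for NT, 692 for OsNAC10 and 247 for OsNAC9. The ratios of 27.6 for OsNAC5 and 16.1 for OsNAC6 rest on only 4 and 3 pairs. Line plants can carry genome differences of their own, and neighbours can also share regulation, so the pattern cannot be told apart from this explanation. The passage of the lines, but not of NT, through transformation and the vector common to the lines were not tested.

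Some runs of neighbouring loci were nearly silent in all lines. On chromosome 5, Os05t0469600-01, Os05t0469701-00, Os05t0469800-00 and Os05t0469812-00 were at 33.8 to 54.7 FPKM in the NT libraries and at most 2.04 FPKM in any line library. Fermentation genes were among the most lowered transcripts, with Os06t0104900-01, similar to lactate dehydrogenase, at 93.8 FPKM in NT and at most 3.45 FPKM in the line libraries. The study's methods describe seedlings kept under water before harvest, so a general fall of genes for life without oxygen in the lines was a hypothesis. It was tested on 19 transcripts of pyruvate decarboxylase, lactate dehydrogenase, alcohol dehydrogenase, sucrose synthase and non-symbiotic hemoglobin. The strongly lowered loci that had drawn attention, those of Os06t0104900-01, Os05t0469600-01 and Os05t0469800-00, were left out of this set. Their mean log2 change was -0.19 and 13 of the 19 fell, but the set did not pass the threshold. In limma's camera the unadjusted p was 0.0728, and the adjusted p was 0.182 over the 5 sets tested. Alcohol dehydrogenase transcripts moved in both directions, with Os11t0210500-01 between -0.83 and -1.96 and Os02t0637700-02 between 0.63 and 1.55. Os11t0210300-02 changed by -0.07 to -2.42. Of the 19, 9 were called lower and 4 higher in at least 1 line. All 7 with a mean above 50 FPKM had a mean change below 0, an observation made after the test, and members of low FPKM can move little on this scale. The test did not show a fall of the whole set and does not exclude one. A fall of its abundant members was not tested separately.

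Each OsNAC gene was lower than NT in all 3 lines that overexpress another OsNAC. All 12 of these log2 changes were below 0, from -0.16 to -1.28 with a median of -0.32, and 11 of the 12 had a limma p under 0.05 after adjustment over the 12, but only 6 of the 12 after adjustment over all tested transcripts. The 12 values share the same NT libraries and are not independent. Scaling between libraries does not account for them, since 12 of 12 stayed below 0 after quantile normalization. A general lowering of transcripts at this expression level does not either, as 1.06% of 10000 random sets of 4 transcripts, each drawn from the 500 nearest in mean expression, had a median as low. A hypothesis is that raising one OsNAC lowers the others. The design cannot separate it from a difference of the NT plants that is common to all lines, so it remains untested beyond these values.

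Of the 221 transcripts called higher in all 4 lines, 70 (31.7%) lie at loci with more than 1 annotated transcript, against 19.2% of all tested transcripts. Only 16 of these 70 were at loci whose summed FPKM was also called higher in all 4 lines, whereas 56 of 76 were among the transcripts called lower. A shifted split of reads between transcripts of the locus, as Cufflinks assigns them, is a possible source of the other calls. The count does not show it, since a sum can also miss the call where no other transcript fell. Whether other transcripts of these loci fell, and whether such a split reflects splicing or the assignment, was not tested.

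Within OsNAC5, OsNAC6 and OsNAC9 the replicates differed along a common direction. The differences between the replicates of OsNAC5 and OsNAC9, across transcripts, had a correlation of 0.31, and reversing the OsNAC6 numbers gave 0.24 with OsNAC5 and 0.51 with OsNAC9. A change of at least 1.5 fold in the same direction in all 3 lines was seen for 102 transcripts. A library exchanged between lines does not account for it, since all 8 line libraries had their own OsNAC gene highest. That test cannot see an exchange of the replicate numbers within OsNAC6, which remains open. The library on the same side was the deeper one in 2 of the 3 lines, so depth did not follow the pattern in OsNAC5. This is a weak test, since depth was nearly equal within OsNAC5 (1.195 and 1.228) and within OsNAC9 (1.142 and 1.114). Of the 2 lines that follow depth, only OsNAC6 has a wide gap (0.919 and 1.28). The NT libraries differed most in depth (1 and 1.56). Their difference had correlations of only -0.002, -0.086 and 0.077 with those of OsNAC5, OsNAC6 and OsNAC9. These values, looked at after the test, argue against depth as the source of the common direction. Of the 500 transcripts that moved most along this direction, 44.2% lie at loci with more than 1 annotated transcript, against 19.2% of all tested. Assignment of reads between transcripts does not account for the correlations, since on the 26793 transcripts of loci with 1 annotated transcript they were 0.261, 0.327 and 0.509, the lowest between OsNAC5 and OsNAC6. A difference in harvest, position or library preparation may be behind it, and the labels give no batch to test. The study lists the GC content of its reads, but that was not used as data here. A difference in GC content between the libraries was therefore not tested and remains open.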
